A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

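Tail DNA of 8 mice labelled C57BL/6 had been hybridised against the DNA of one male reference mouse on custom 2-colour Agilent comparative genomic hybridisation (CGH) arrays. The paper gives the mice it bred as C57BL/6J/Nrs. The 8 mice were a single non-irradiated family, a sire, a dam and 6 progeny. In array CGH the ratio of the 2 dyes at a probe follows the ratio of copy numbers between the 2 DNA samples. Each mouse was measured on 2 arrays with the dyes swapped, which gave 16 arrays on 4 slides. A dye-swap pair was counted as 1 replicate. Both parents lay on slide 1, progeny 1 and 2 on slide 2, progeny 3 and 4 on slide 3, and progeny 5 and 6 on slide 4. The arrays were those of a second screening, on which the positions that were positive in a first, coarser screening had been tiled with neighbouring probes. The files of the first screening were not analysed here.

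Per the file headers, the authors extracted the spots with Feature Extraction, which detrended the signals spatially, subtracted the background and normalised the dyes linearly. The deposited scanner files give the ratio of Cy5 to Cy3 on a log10 scale, and the deposited processed intensity of each dye. They also hold the median intensity of each spot and of its local background without correction, as the authors deposited them. The deposited table of the whole series holds log2 ratios of the reference over the mouse. Its values equalled the scanner log ratios after conversion, with a largest difference of 5e-07.

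The scanner log10 ratios were converted to log2 and turned so that a positive value means more signal from the mouse than from the reference. The direction was taken from the dyes in the labels. Spots marked as non-uniform or as population outliers, 98 to 284 per array, were set missing. Spots of the same probe were averaged. No spot was saturated. Each array was centred on the median of its autosomal probes, and no loess or quantile normalisation was applied. This gave 163290 probes, of which 163239 were autosomal, 48 were X-linked and 3 were Y-linked. The median distance between the starts of neighbouring probes within a region was 89 bp. Of neighbouring autosomal probes, 28.6% overlapped, so that their values were not independent.

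The rule of the study's second screening was adapted. In the study it started from probes that were positive in the first screening, whereas here it was applied to every tiled autosomal probe. A probe was positive when its log2 ratio was over 0.5 in size with the same sign on both arrays of a mouse and at least 1 other positive probe of that sign lay within 3 probes. The background was the number of probes that passed the same rule after the sign on one array had been turned, that is, in the same dye direction. Probes up to 1 kb apart formed a region, of which there were 17268 with a median of 13 probes. A region was called in a mouse when it held at least 2 positive probes of one sign within 3 probes of each other. A de novo candidate was a run of positive probes in a progeny mouse in which no probe of either parent was past 0.5 with the same sign on both arrays. The candidate count was set against the counts when each of the 28 pairs of mice stood in for the parents, by exact enumeration and one-sided. The transmission share was the share of the regions called in exactly 1 parent that were also called with that sign in a progeny mouse.

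Linear models were fitted with limma version 3.58.1 in R version 4.3.3 on the 162788 autosomal probes measured on all arrays, with Benjamini-Hochberg adjustment. The mean of the 2 arrays per mouse was used to test the family against the reference and the progeny against the parents. The 16 arrays with a coefficient per mouse and 1 dye term were used for a moderated F test of differences between the 8 mice. In that test the spread came from hybridisation alone, so it compares the 8 DNA samples and not groups of animals. Probes were called at an adjusted p under 0.05 and a size over 0.5. The sample groups, the tests and most of the changes of processing were fixed before the data were examined, and 2 changes were added later. These were the removal of the main trend between mice, and a rule under which the neighbouring probe must not overlap. Those fixed earlier covered centring, background correction (normexp with an offset of 50, on the median signals of the spots, since the files give no mean signals), the deposited series table, dim probes, the threshold, the run length, the joining of the 2 arrays, the distance within regions, the condition on the parents, the size limit, slide and dye terms, and leaving out each mouse.

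The rule was tested on simulated data with 163239 probes and normal noise. To these, 200 losses of 4 probes with a log2 ratio of -1 had been added. The rule recovered 100% of the losses as candidates with 0 false candidates. These simulated losses do not give the recovery of runs of 2 probes or of smaller losses. In simulations with 162788 probes and 200 probes shifted by a log2 of 1, the limma fit recovered 99.0% for the family against the reference. It recovered 97.5% for the progeny against the parents and 89.0% for the differences between the 8 mice. The number of false calls was 1, 3 and 2 in that order. In the fit with slide as a random block, the correlation within slides was estimated on every 10th probe. The simulated noise was independent between probes, so trends shared by probes were not covered.

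The text names every de novo candidate, the 5 regions with the most positive probes among those called in 1 to 7 mice including a parent, and the 3 probes with the smallest adjusted p in the comparison of progeny with parents, where ties were taken in the order of the unadjusted p, which had not been set beforehand. Up to 5 regions called in all 8 mice were also to be named, of which there were none. Coordinates are those of mouse build mm9, as the files give them. The genome and annotation at hand were of another build, so genes were not named and no correction for GC content was made. Precision was limited by the number of arrays and mice. The median signal after background subtraction was 399 to 504 in green and 466 to 701 in red, and the signal-to-noise value of the scanner software was 41.4 to 59.4 in green and 34.9 to 72.5 in red. Between 640 and 3927 spots per array were not well above background in both channels. The spread of log ratios between neighbouring probes, as the scanner software gives it, was 0.13 to 0.17.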

Results

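Array CGH profiles of 8 mice of a non-irradiated family (dose 0 Gy) were examined for copy number differences that separate the progeny from their parents. The sire and the dam were 1 animal each, and 6 progeny were measured. Every mouse was compared with the same male reference mouse on 2 arrays with swapped dyes, so a difference shared by the family can lie in that reference animal. There was no second animal in either parental group, and the spread between the 2 arrays of a mouse is technical. The sequences around the regions were not annotated here, because the positions are in build mm9.

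The sex-linked probes served as a check of the labels and of the response of the arrays. In the dam, the median log2 ratio over the 48 X-linked probes was 0.81 ± 0.11 (SD of the 2 arrays), against -0.02 ± 0.09 in the sire. The median over the 3 Y-linked probes was -1.51 ± 0.04 in the dam and 0.06 ± 0.11 in the sire. Normexp background correction moved the X-linked value of the dam to 0.68. The labels do not give the sex of the progeny. Their X-linked values were -0.04 in progeny 1, -0.04 in progeny 2, -0.03 in progeny 3, 0.85 in progeny 4, 0.75 in progeny 5 and 0.75 in progeny 6. Their Y-linked values were 0.05, 0.01, 0.05, -1.35, -0.93 and -1.01 in the same order.

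**Figure D1:**
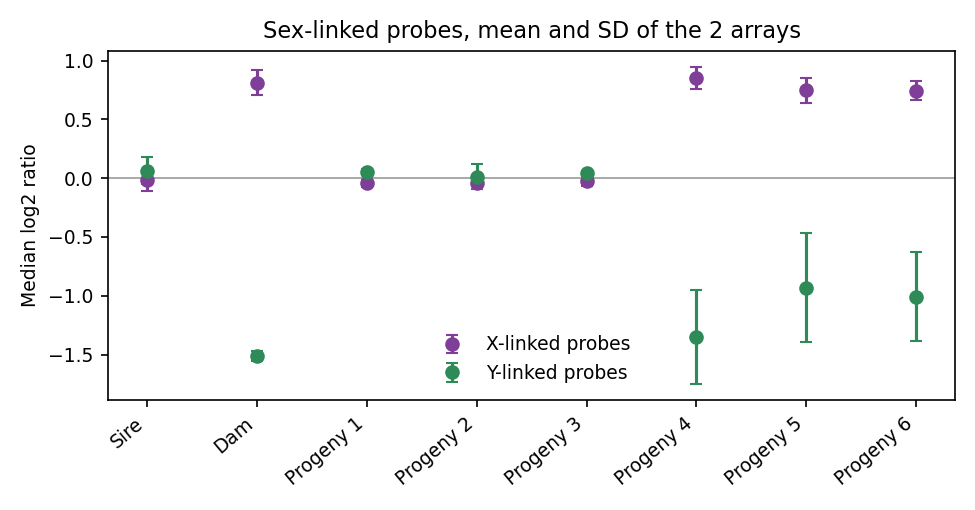
Median log2 ratio (mouse over reference) of the X-linked and Y-linked probes in each mouse, with points at the mean and bars at the SD of the 2 arrays. The dam lies at 0.81 for X-linked probes and at -1.51 for Y-linked probes, and the sire lies near 0 for both.

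The same probe could respond differently to the 2 dyes. The ratios of the 2 arrays of a mouse, turned to the same direction, had correlations across probes of -0.71 to -0.36 in the 8 mice, so the dye direction dominated small differences. Probes are not independent replicates. The rule that asks for the same sign on both arrays gave 672 positive probes summed over the 8 mice, 480 with a gain and 192 with a loss. The same rule in the dye direction gave 600, all of them higher in Cy3. The sire had 228 positive probes with a gain and 3 with a loss, whereas its background was 48. The dam had 47 with a gain and 44 with a loss, beside a background of 44. Among the progeny, the number with a gain was 41, 40, 44, 2, 39 and 39 in progeny 1 to 6, and the number with a loss was 0, 0, 0, 44, 49 and 52. The background of the progeny was 174, 110, 103, 51, 32 and 38 in that order. It exceeded the number of positive probes in progeny 1, 2, 3 and 4. Since all 600 were higher in Cy3, this background follows the dye. It does not estimate how many positive probes of a mouse are false. The threshold moved the total of positive probes most. At 0.3 it was 1583 and at 0.8 it was 300.

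**Figure D2:**
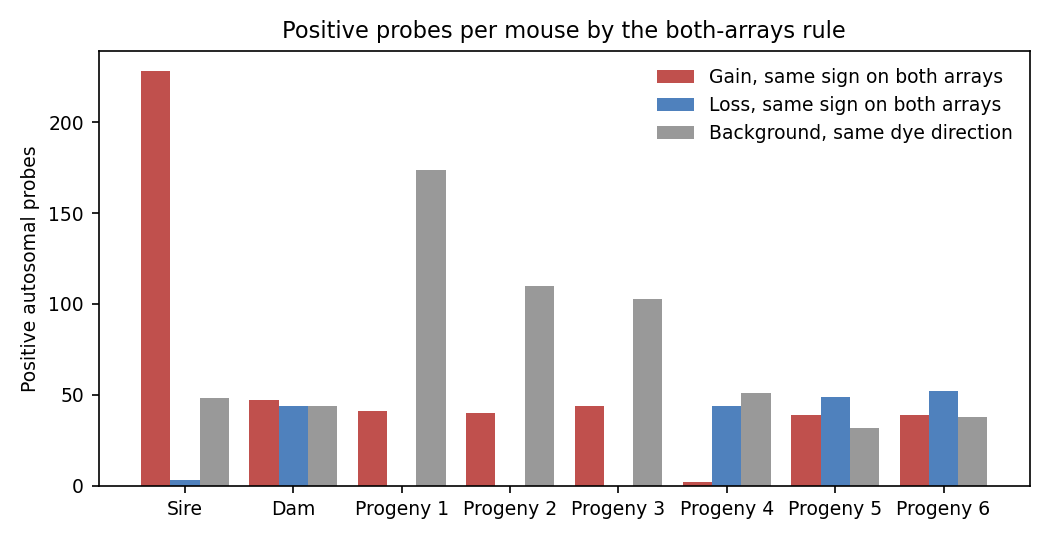
Number of positive autosomal probes per mouse, with gains, losses and the background (probes past the threshold in the same dye direction) as separate bars. The sire has 228 gains, and progeny 1, 2 and 3 have 0 losses.

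Positive probes fell into 85 of the 17268 regions, 74 with a gain and 11 with a loss. The median span was 266 bp, and 44 of the regions held 2 distinct positive probes. Gains in the sire alone made up 54 regions, gains in both parents and no progeny 11, and gains in the dam alone 4. Losses in the dam and in progeny 4, 5 and 6 made up 5 regions. Of the 85 regions, 66 were called in exactly 1 parent, 14 in both parents and 5 in neither. These classes rest on the threshold. Over the positive probes of the 5 regions called in neither parent, the dam had mean ratios of -0.69, 0.48, -1.16, -0.52 and 0.38. In the 4 with a gain in the dam alone, the sire had 0.77, 0.05, 0.02 and 0.54. In the 54 with a gain in the sire alone, the dam had a median of 0.51. The count of called regions was 18 after normexp background correction and 8 at the threshold of 0.8. Without the sire it was 31, so this 1 mouse decided most of the count.

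**Figure D3:**
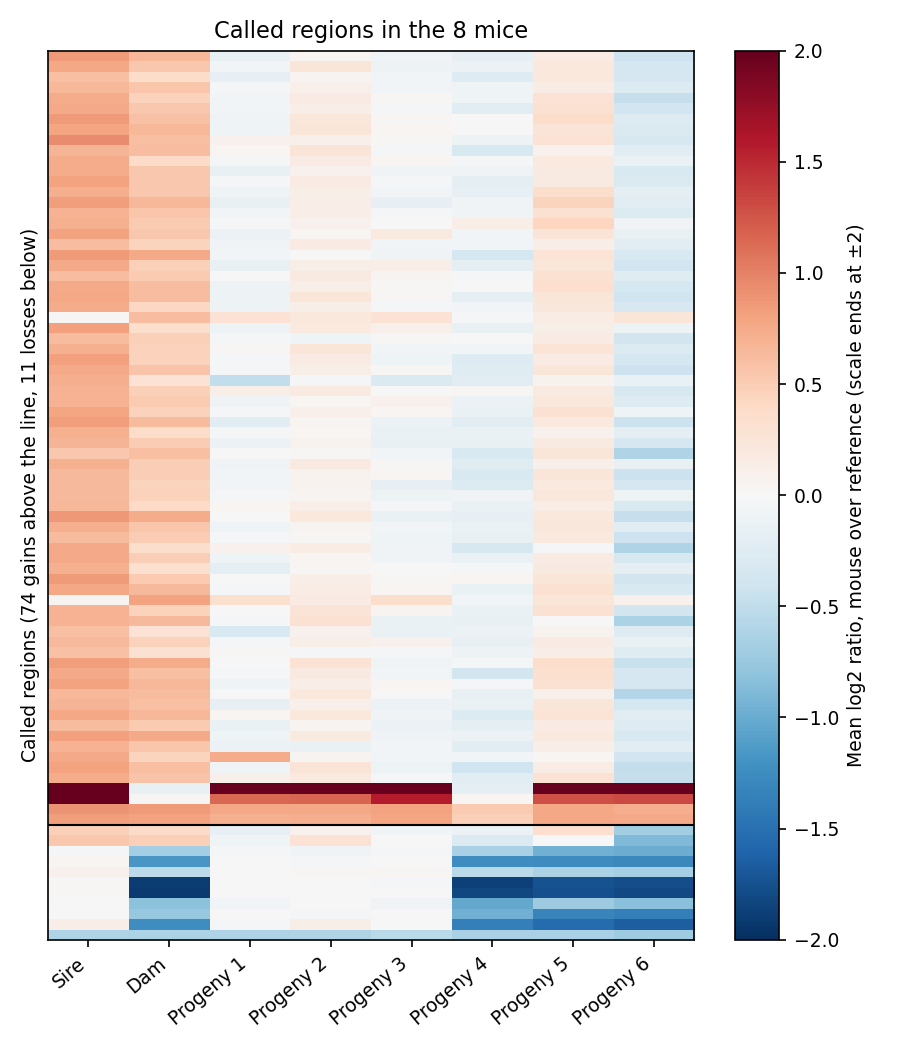
Mean log2 ratio over the positive probes of each of the 85 called regions (rows) in the 8 mice (columns), with 74 gains above the line and 11 losses below it. In the 54 regions with a gain in the sire alone, the median ratio was 0.73 in the sire and 0.51 in the dam, shown at the upper left.

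No region was called in all 8 mice under the main rule, which gave 0. In 3 regions the mean ratio nevertheless had the same sign and a size over 0.3 in all 8 mice. On chromosome 4, the positive probes from 101110443 to 101111198 had mean log2 ratios of 0.53 to 0.89, and those from 101270123 to 101270967 had 0.48 to 0.84. On chromosome 15, the positive probes from 8358459 to 8358888 had -0.72 to -0.54. The count of regions called in all mice was 3 at the threshold of 0.3, and also 3 when the mean of the 2 arrays was used. It was 2 without progeny 4.

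The limma test of the family against the reference asked which probes differ from the reference animal in all mice alike. It called 39 autosomal probes, 28 higher and 11 lower in the family. Of these, 33 lay in called regions, 13 were on chromosome 4 and 11 were on chromosome 15. When each mouse was left out in turn, 14 to 23 probes were higher and 10 or 11 were lower. The number of higher probes was under 28 whichever mouse was left out, so the fall does not single out a mouse. A probe on chromosome 13 at 95707465 to 95707524 (A_67_P07959016), chosen after its values were seen, had the smallest adjusted p in limma, 3.2e-09, with a mean log2 ratio of 1.46 ± 0.03 (SE, n = 8) and a value above 0 in 8 of the 8 mice. It had no positive neighbour and belonged to no called region. Without the limit on size the number of called probes was 2214, 810 higher and 1404 lower. The test leaves out the spread between reference animals.

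The 5 regions with the most positive probes among those called in some of the mice lay at 3 places. At the first, on chromosome 2 from 70081778 to 70086081, 31 distinct probes were positive. The mean log2 ratio there was 2.44 in the sire, 0.02 in the dam, 1.15 in progeny 1, 1.17 in progeny 2, 1.57 in progeny 3, 0.04 in progeny 4, 1.29 in progeny 5 and 1.32 in progeny 6. The SD of the 2 arrays was at most 0.17 in any mouse. A neighbouring region, from 70079530 to 70079834, was called in the same mice. At 18 probes whose mean ratio over progeny 1, 2, 3, 5 and 6 was over 1, 15 in the first region and 3 in the neighbouring one, a choice made after the values were seen, the reference channel lay at -3.53 on the log2 scale relative to the array median, so the size of a ratio rests on a very dim denominator, and leaving out dim probes lowered the ratio of the sire to 1.74. The mouse channel lay at -0.35 in the sire, at -4.12 in the dam, at -4.15 in progeny 4 and between -1.20 and -0.98 in the other 5 progeny.

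**Figure D4:**
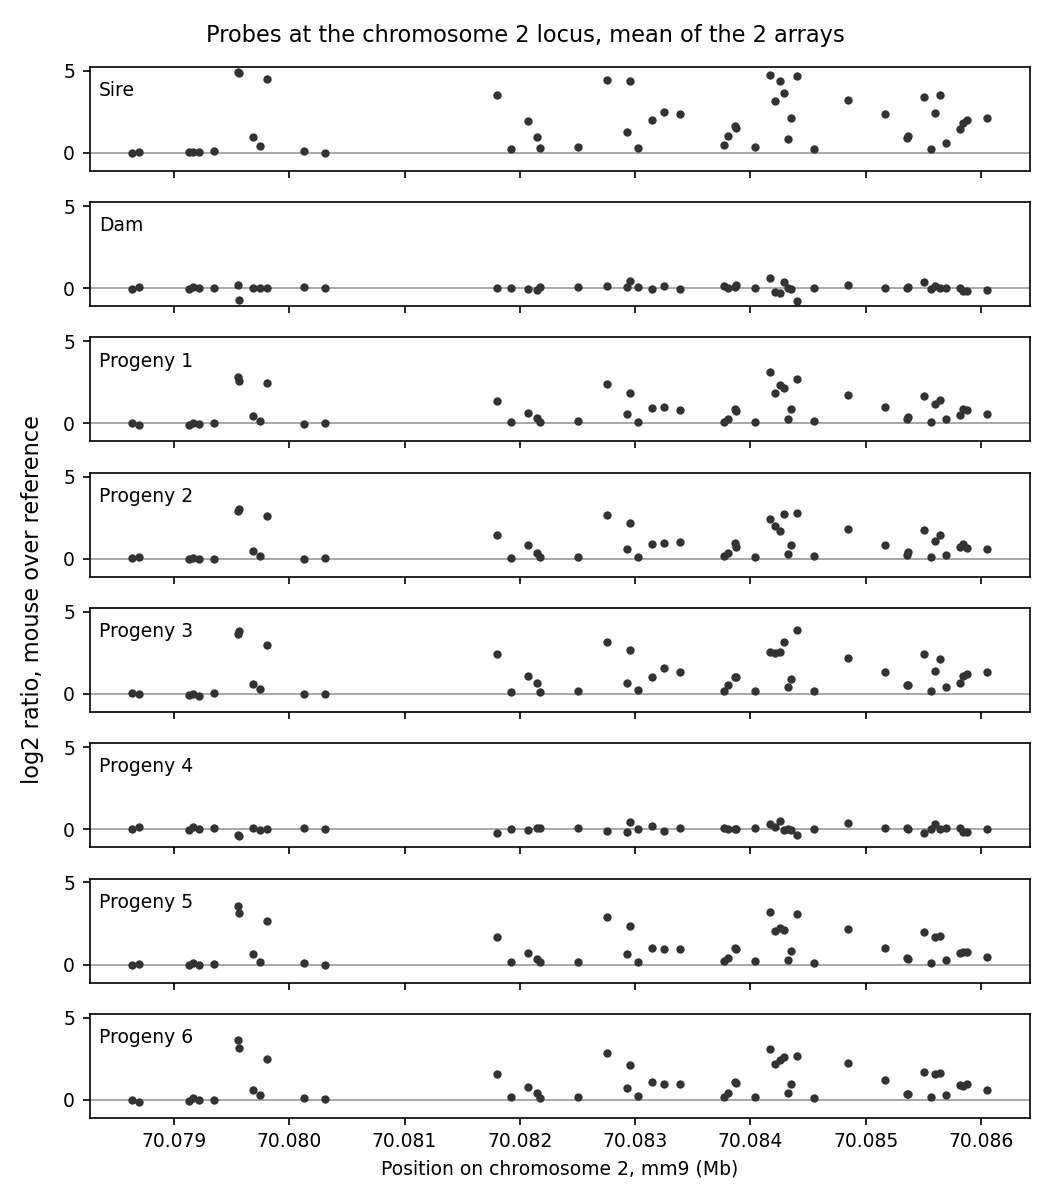
Log2 ratio (mouse over reference, mean of the 2 arrays) of each probe along the chromosome 2 locus in build mm9, with a panel per mouse. The sire reaches the highest ratios, 5 of the progeny lie between the sire and 0, and the dam and progeny 4 lie near 0.

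On chromosome 3, losses were called in the dam and in progeny 4, 5 and 6. From 25416456 to 25421875 the mean log2 ratio was -1.90 in the dam, -1.87 in progeny 4, -1.73 in progeny 5 and -1.77 in progeny 6. It lay between -0.02 and 0.03 in the other 4 mice. From 25432407 to 25433951 the values of the 4 mice with the loss were -1.92, -1.81, -1.76 and -1.80 in that order. The reference channel at the 36 positive probes of these regions was brighter than the array median by 1.96 on the log2 scale, whereas the channel of the dam was at -0.04. On chromosome 4, both regions described above were called in every mouse but progeny 4. In the first of them, progeny 4 had 0.53 and the other mice 0.73 to 0.89. In the second, progeny 4 had 0.48 and the other mice 0.71 to 0.84.

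De novo candidates address the question of the study, which changes were present in progeny and absent in both parents. Under the main rule there were 4 candidates, all losses of 2 positive probes, at 3 places in 2 of the 6 progeny. Progeny 5 and progeny 6 shared a candidate on chromosome 15 from 9707695 to 9707828, with mean log2 ratios of -0.63 and -0.67. Over the same run the dam had -0.52 and progeny 4 had -0.54, and the dam missed the threshold on 1 of its 2 arrays. Progeny 6 had 2 further candidates, on chromosome 4 from 59035794 to 59036066 at -0.72 and on chromosome 16 from 14349659 to 14349728 at -0.70. At these 2 places the sire had 0.54 and 0.47 and the dam had 0.42 and 0.38. When every pair of mice stood in for the parents, 3 of the 28 pairs, the real one included, gave 4 candidates or fewer (exact p = 0.107, one-sided). All 3 held the sire. The 7 pairs with the sire gave 2 to 28, and the 21 pairs without it gave 35 to 109, so the count turned on whether the sire was in the pair, and the test does not address de novo change or parentage. The number of candidates moved most at the threshold of 0.3, to 46. It was 0 when the mean ratio of both parents over the run had to be under 0.25 in size, and 0 with 3 or more positive probes in the run.

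**Figure D5:**
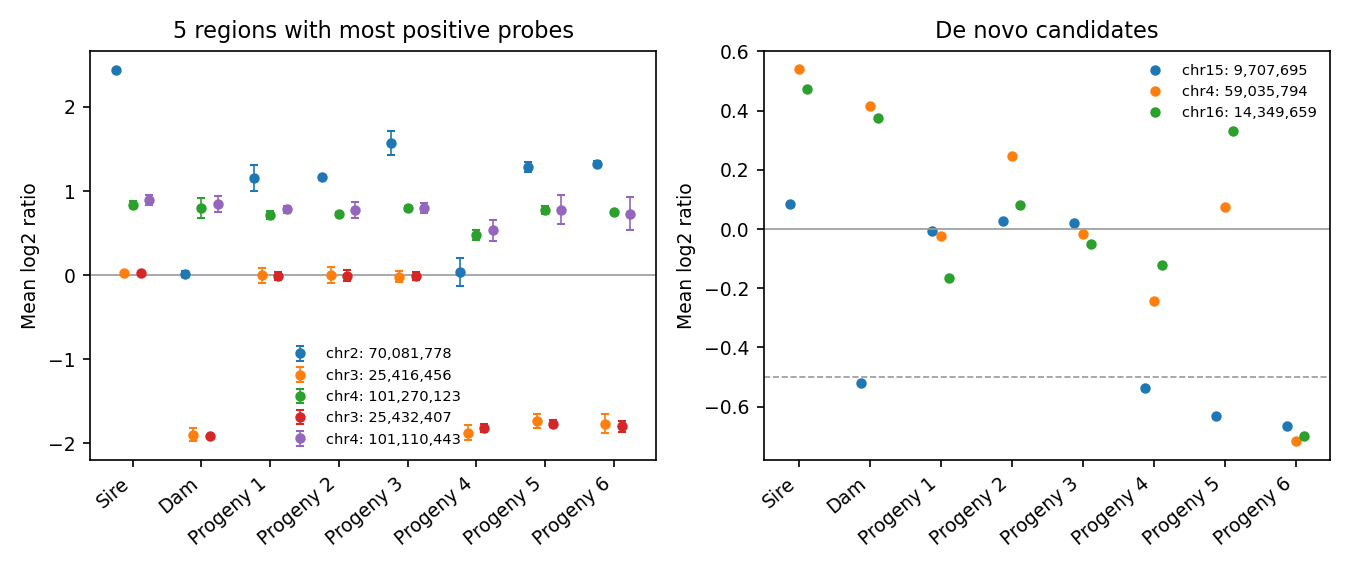
Mean log2 ratio (mouse over reference) in each mouse at the 5 regions with the most positive probes (left, bars give the SD of the 2 arrays) and at the 3 places of the de novo candidates (right, the dashed line marks the threshold of -0.5). Progeny 4 lies near 0 on chromosome 2, and the dam lies at -0.52 at the candidate on chromosome 15.

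Of the 66 regions called in exactly 1 parent, a progeny mouse shared 6.57% ± 3.54 (SD, n = 6) on average, with a range of 3.03% to 10.6%. This set rests on the threshold, since the dam had a median ratio of 0.51 in the 54 regions with a gain in the sire alone. Of the 61 gains among these regions, progeny 1 to 6 shared 3, 2, 2, 0, 2 and 2, and of the 5 losses they shared 0, 0, 0, 5, 5 and 5. The 5 losses lay on 4 chromosomes and parted the progeny in the same way on each, so the share cannot be read as inheritance alone. The share was highest, at 52.8%, under the threshold of 0.8, where 6 such regions were left. Regions are not independent of each other, so no test was made.

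The limma F test found 747 probes that differed between the 8 mice beyond the hybridisation error, of which 216 lay in called regions. The estimate was highest in the sire for 452 of these probes and lowest in progeny 6 for 383. With normexp background correction the number was 454, and with a dye term per slide it was 475. In the limma comparison of the 6 progeny with the 2 parents, 1 probe was called. It lay on chromosome 11 from 104796368 to 104796427 (A_67_P17549274), had a mean log2 ratio of 0.52 in the parents and -0.09 in the progeny, and a difference of -0.60 ± 0.05 (SE) with a limma adjusted p of 0.02975. It was lower than in both parents in 6 of 6 progeny. The next 2 probes were not called. A_67_P04349113 on chromosome 1 from 171244584 to 171244643 had a difference of -0.56 and a limma adjusted p of 0.06455, and A_67_P04628810 on chromosome 2 from 103101398 to 103101457 had -0.41 and 0.07193, an adjusted p that it shared with other probes. Of the 162788 probes, 20471 had an unadjusted p under 0.05. With slide as a random block 2 probes were called, and both parents lay on 1 slide. Without progeny 5 the limma count rose to 126, all lower in the progeny. It was 0 without progeny 1, progeny 3 or progeny 4, and 1 without progeny 2 or progeny 6. The count thus changed with any of several single mice.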

Values the study reported

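The study reported de novo deletions in 11 of 156 F1 mice of the non-irradiated group, or 7.1%, counted after quantitative PCR. In the irradiated group the reported share was 20.4%, or 29 of 142 F1 mice. Both shares cover many families, of which the data here hold a single non-irradiated one.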

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

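All tests of explanations in this part were chosen after the results were seen, except the count of regions outside the range of the parents. Among 23 measures compared over the 6 progeny, 6 had a mouse far from the others. Chance alone sets a mouse apart in about 1 of 20 groups, and several of the 6 measures share probes.

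Progeny 4 stood apart in 5 of them. It had the lowest number of positive probes with a gain, 2, and the lowest number of regions with a gain, 0. It had the lowest mean log2 ratio on chromosome 2 from 70081778 to 70086081, 0.037, and the lowest on chromosome 4, 0.53 from 101110443 and 0.48 from 101270123. The first 2 counts are not separate from these 3 places, where gains were called in the other 5 progeny, as they were in a neighbouring region on chromosome 2 from 70079530 to 70079834. A weak hybridisation of progeny 4 is argued against at both chromosomes, because its mean ratio over the 2 chromosome 3 regions was -1.84, as large in size as in the other progeny with that loss. On chromosome 4 the ratio of progeny 4 was lower but still far above 0, and the cause of that difference was not tested further.

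On chromosome 2 the values raise a question of inheritance. The dam and the reference were near background, and 5 progeny had the signal. A sire with the sequence on 1 chromosome only would have passed it to some progeny and not to others, and its own channel would then be as bright as that of the carriers. At 18 probes of this region and the neighbouring one, chosen by the mean ratio of the 5 carriers, the sire was brighter by 0.70 on the log2 scale. None of 10000 sets of 18 other probes as bright in the carriers reached this, and the largest difference among them was 0.33. A first choice of 21 probes had used the ratio of the sire itself, which favours a bright sire. It gave 0.63 and was replaced. This argues against a single copy in the sire, although the difference was less than the log2 of 1 that a doubling would give. If the sire carried the sequence on both chromosomes, every progeny mouse would be expected to have it. The channel of progeny 4 was at the level of the dam, with a difference of -0.0315 on the log2 scale. A new loss of the copy from the sire in progeny 4 may account for it. A mouse or DNA sample from outside the family could give the same values. In progeny 4, 67 of 12479 regions lay over 0.2 outside the range of the 2 parents, against 4 to 107 in the other progeny, with 107 in progeny 6. In an inbred strain few regions are informative, so a new loss and an outside sample cannot be told apart. A loss here would not be seen by a rule that compares with the reference, because the reference lacked the signal as well. The same holds for the candidate count, which does not include this place.

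Progeny 6 had the highest number of de novo candidates, 3. On chromosomes 4 and 16, the parents had ratios above 0 and progeny 6 below 0. A technical trend between mice, described below, may account for them, and the test left this open. At the chromosome 4 place, the values of the other 7 mice had a correlation of 0.88 with the loadings of the trend, past the critical value of 0.67, but over the other 5 progeny alone it was 0.55, under the critical value of 0.81. At the chromosome 16 place the correlations were 0.60 and -0.28. The probes at both places were dim, with a mean log2 signal of 7.30 and 6.42 against a median of 9.75 over all autosomal probes. After normexp background correction, the ratios of progeny 6 there were -0.28 and -0.19. The candidate on chromosome 15 may be shared with the dam, which had -0.52 over the run. A biological explanation for these candidates was not tested.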

How the results depend on the processing

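The alternatives were planned before the data were examined, except the removal of the main trend between mice and the rule on overlapping neighbours. A count was taken as moved when it differed from the main count by more than 1.5 times, and a share or ratio when it moved by more than its SD. The cause was not tested, except where stated.

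Among the counts, leaving out the centring moved the number of probes called between progeny and parents, to 2 against 1, and no other, and the series table changed no count by more than 1.5 times, since it holds the same ratios. After normexp background correction there were 423 positive probes, 18 regions (10 gains and 8 losses, against 74 and 11), 2 de novo candidates, a transmission share of 27.4% over 14 regions, 454 probes that differed between the mice, 4 between progeny and parents and an X-linked ratio of 0.68 in the dam. The family called 41 probes against the reference, 38 higher and 3 lower. Normexp adds an offset to both channels and so pulls the ratios of dim probes toward 0. Leaving out the 4913 dim probes gave 2 de novo candidates and 2 probes between progeny and parents.

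With the threshold at 0.8 there were 300 positive probes, 8 regions, 2 candidates and a transmission share of 52.8%. With 0.3 there were 1583 positive probes, 242 regions, 3 regions called in all mice and 46 candidates. With the mean of the 2 arrays there were 1167 positive probes, 173 regions, 3 regions in all mice and 35 candidates. With 3 or more positive probes in the run there were 37 regions and 0 candidates. The limit of 0.25 on the mean of both parents left 0 candidates. The de novo count was thus 0 to 46 over the alternatives, with 2 positive probes per candidate in the main rule. Joining probes up to 3 kb apart and the rule on overlap changed no total by more than 1.5 times, but under the rule on overlap the regions were 59 gains and 6 losses, against 74 and 11.

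Without a size limit limma called 2214 probes between the family and the reference, 810 higher and 1404 lower, so that most were lower, whereas 28 higher and 11 lower were called with the limit. A dye term per slide gave 475 probes between the mice, and slide as a random block gave 2 probes between progeny and parents. Both parents lay on slide 1, so slide and generation cannot be separated by the arrays alone.

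When the main trend was taken out, there were 14 regions (7 gains and 7 losses), 2 candidates, a transmission share of 38.1% over 7 regions, 91 probes between the family and the reference (43 higher and 48 lower), 0 between progeny and parents, 210 between the mice and an X-linked ratio of 1.02 in the dam. The cause was not tested. The 2 candidates then were gains in progeny 1 on chromosome 8 and in progeny 5 on chromosome 14, at none of the 3 places of the main rule. By its construction this correction also moves part of a large ratio in some mice into the others. It gave the sire a loss on chromosome 3, where its uncorrected ratio was 0.03, so its calls are not taken as better than those of the main rule.

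When each mouse was left out in turn, positive probes ranged from 441 to 632, regions from 31 to 85, regions called in all remaining mice from 0 to 2, probes between the family and the reference from 25 to 33, probes between the mice from 372 to 735 and probes between progeny and parents from 0 to 126. Over the progeny left out, candidates ranged from 1 to 4 and the transmission share from 5.76% to 7.27%. The lowest count of regions and of probes between the mice was without the sire, and the highest count between progeny and parents was without progeny 5. Leaving out a parent left that arm with 1 mouse, which was assumed to vary like the progeny, and gave 0 probes without the sire and 24 without the dam. No paired analysis was possible because the same sire and dam were the parents of all progeny. The correction for GC content was not run, because no genome of build mm9 was at hand. For the named regions and candidates, each followed in 1 mouse only, 19 of 44 values moved by more than the SD of the 2 arrays and 0 changed sign. Low signal over background limited the dim probes, where the reference channel on chromosome 2 was an example.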

Other observations

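The tests in this part were chosen after the results were seen, except the brightness of the reference channel on chromosome 3, the fit with slide as a random block, the limit on the mean of both parents and the run of 3 or more positive probes.

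The gains called in the sire alone may reflect a technical trend between the DNA samples and not copy number. The trend was measured on 158667 probes whose ratio was under 0.4 in size in every mouse, and its first component held 24.97% of the variance between mice. The loadings were 0.51 in the sire, 0.41 in the dam and -0.68 in progeny 6, with the other mice between -0.24 and 0.14. At the 54 regions, the values of the other 7 mice had a median correlation of 0.77 with these loadings. The correlation was above 0 at 54 of the 54, with a lowest value of 0.32, and the dam was above 0 at 54 of 54. Of the 5040 orders of the loadings over these mice, 69 gave a median as large (exact p = 0.0137, one-sided). Over the 6 progeny alone the median correlation was 0.59 and above 0 at 53 regions, and 65 of 720 orders gave a median as large (exact p = 0.0903, one-sided). Progeny 5 had a median of 0.20 at these regions although its loading was -0.24. With so few mice, the trend stays open as an explanation. A gain passed on to progeny is argued against for the set as a whole. The test used all 57 gains called in the sire and not in the dam, of which 3 were called in progeny too, on chromosomes 2 and 8. Of the 342 pairs of such a gain and a progeny mouse, 11 or 3.22% reached 0.5 times the ratio of the sire. Among the 54 gains in the sire alone, which were by definition not called in progeny, it was 2 of 324 pairs. The slide as the only cause is argued against, since progeny 5 and 6 lay on 1 slide and differed by a median of 0.54 at these regions, with progeny 5 higher at 54 of 54. Low signal is a candidate contribution. The median positive probe had a mean log2 signal of 8.05, against 9.75 for all autosomal probes, which put it at the 10.2 percentile. The quality and age of the DNA samples and the GC content of the probes stay open.

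The losses called in the dam and in progeny 4, 5 and 6 were in the same 4 mice whose X-linked ratio was raised. The X-linked ratios of the 8 mice fell into 2 clusters, at -0.04 to -0.02 and at 0.75 to 0.85, and the Y-linked ratios at 0.01 to 0.06 and at -1.51 to -0.93. All 5 regions with a loss called in the dam and not in the sire, whatever the progeny, parted the progeny in this 1 way, and they lay on 4 chromosomes. At 2 further places a loss was called in 1 progeny mouse and no parent, but the mean ratios had the same split. On chromosome 2 from 111328584, the 4 mice had -0.99 to -0.65 and the others -0.06 to -0.03. On chromosome 4 from 123112772, the 4 mice had -1.29 to -1.16 and the others -0.04 to 0.04. An autosomal difference inherited in the family would part the 6 progeny independently on each chromosome, with a probability of 1.56% for a given split at a locus, so the same split on 4 chromosomes argues against it. A sequence shared with the Y chromosome is a candidate explanation. In all, 79 autosomal probes on 16 chromosomes were past the threshold as a loss in exactly these 4 mice. Of these, 37 were not among the positive probes of the 5 regions called in the dam. No other of the 70 sets of 4 mice had more than 1 such probe. The reference channel at the chromosome 3 probes was 1.96 above the array median on the log2 scale and the channel of the dam was at -0.04. Probes mapped to the autosomes in build mm9 may therefore report the sex of the mouse, and the candidate on chromosome 15 had the same order of mice. Probe sequences were not analysed here, so the shared sequence itself was not shown.

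On the array of progeny 6 with the mouse DNA in Cy5, 73 probes had a log2 ratio over 1.5 that the other array of this mouse did not share, being under 0.75 in size there. The other 15 arrays had 0 to 13 such probes. The spots lay in rows 1 to 42 and columns 78 to 90 of an array with 1064 rows and 170 columns. Of the 73, 100% had another such spot within 3 rows and 3 columns, against at most 13.7% in 1000 random sets, which suggests a mark on the array. None of the spots was positive under the rule that needs both arrays, but they enter a rule based on the mean of the arrays. The same array had 53 probes under -1.5 that the other array did not share, of which 3.77% lay next to each other. No biological explanation was tested.

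For the comparison of progeny with parents, 3 of the 28 pairs of mice gave at least as many limma calls as the real pair, so chance cannot be excluded for the 1 called probe. Progeny 5 and 6, which share slide 4 as the parents share slide 1, gave as many, and so did progeny 4 and 6, which lie on different slides. The other pairs on 1 slide, progeny 1 and 2 and progeny 3 and 4, gave 0. With slide as a random block, 2 probes were called.

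The share of progeny with a de novo candidate here was 33.3% (95% exact binomial interval 4.33% to 77.7%). The value quoted from the study above is not a like measure. It counts deletions that passed a first screening and were then verified by quantitative PCR. The paper reports that some of its candidates with few positive probes failed that PCR step. Its lists of verified changes name no non-irradiated mouse with the family letter B, the letter in the labels here. With 6 mice the interval is too wide to show a difference. The candidates here were not tested by quantitative PCR, and progeny 5 counts only through the place on chromosome 15, where the dam had -0.52. No candidate was left, a count of 0, when the mean of both parents had to be under 0.25 in size or with 3 or more positive probes in the run.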
